A study of Mus musculus with 17 samples. Its data were reported in "Early-life stress and ovarian hormones alter transcriptional regulation in the nucleus accumbens resulting in sex-specific responses to cocaine" (2023).

How the data were processed

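Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in neuronal (NeuN-positive) nuclei sorted from the nucleus accumbens of C57BL/6 mice. Each library pooled several animals of the same sex, treatment and, in females, estrous stage. The groups were diestrus control, diestrus cocaine, proestrus control, proestrus cocaine and male control with 3 libraries each, and male cocaine with 2. Groups were taken from the sample labels. The stage label of diestrus cocaine library 2 was blank, and its group was taken from its title.

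The authors trimmed adapters, aligned reads to the mouse genome (mm10) with BWA-MEM and called peaks with MACS2 in each library separately. The version and options of the peak caller were not stated. Each deposited peak carried a score, a fold enrichment of the summit pileup over background (a ratio), and −log10 values of p and q, all computed by the authors within that library. These values were used only to describe, rank or filter peaks within a library, since they were not normalized between libraries. The smallest −log10 q per library ranged from 1.31 to 1.64. The authors tested read counts in peaks with DESeq2. No read counts entered here, so DESeq2 was not run and peak calls were compared instead.

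The total number of reads was not used here. The background pileup of each library was recovered from the fold enrichments, 100% of which were whole multiples of a common step. Poisson probabilities recomputed from it differed from the deposited −log10 p by a median of 1.46e-06 to 3.44e-06 over the libraries. The background pileup ranged from 6.26 to 9.55 reads and served as a measure of relative depth. A region without a peak may still hold reads, so a missing call was read as not called at this depth. Wilson 95% intervals of shares cover counting error only.

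Coordinates are those of mm10, counted from 1. Sequence and annotation came from GRCm38, the same build as the files, with GENCODE vM21 transcripts. No peak reached past the end of a chromosome. As a check of the build, 50.7% of the 5′ ends of 21755 protein-coding genes lay inside a peak of the first library, against 5.07% after a shift of 100 kb. The largest share of identical intervals in any pair of libraries was 0.0728%, so no library was a copy of another.

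Peaks on chromosomes 1 to 19 and X were merged over the 17 libraries where they overlapped by 1 bp or more. This gave 281189 regions, and 147420 (52.4%) that at least 2 libraries of 1 group had called were kept. No list of blacklisted regions was used here. Regions called in 4 to 13 libraries (64304) were tested for cocaine against control over all libraries with the two-sided Fisher's exact test and Benjamini-Hochberg adjustment, at an adjusted p of 0.05. Within each sex and stage, a region called in every cocaine library and no control library was counted as gained, and the converse as lost. No p-value was given per region there, since 3 libraries against 3, or 2 against 3, cannot give a p below 0.1. The share of gained among gained and lost regions was compared between X and autosomes and between promoters (within 1 kb of a transcription start site) and other regions. The AP-1 motif (TGASTCA, where S is C or G) was searched within 100 bp of the summit. These comparisons used Fisher's exact test over regions, which are not independent replicates, and Benjamini-Hochberg adjustment over the 3 groups. Peak numbers per library were compared with two-sided exact permutation tests, and adjusted over 5 tests. Shares of X peaks and of AP-1 motifs and the GC content of peaks per library were compared in the same way, over 14 tests.

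Differences between regions of the same GC content, of the region or of the 1 Mb around it, were tested with an exact test stratified over 10 bins of GC content. The bins were cut at the deciles of the X regions, or of the gained regions for the motif. The outer bins were open, so regions of more extreme GC content fell into them and were matched only loosely. Peaks per library were weighted to the same GC content over 20 bins. Gained and lost regions were also counted for other splits of the same libraries, all 10 splits for 6 libraries (or for 5 male libraries) and 100 random splits for all 17. Correlations over the 19 autosomes had permutation p-values from 100000 permutations. Overlaps were compared with libraries simulated without a treatment effect, in 20 draws that kept the call rate of each region and the total of each library. The comparison of regions lost in proestrus with regions of proestrus but not diestrus controls used the same controls on both sides, so unchanged groups sharing those controls were simulated.

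The calculations were tested on simulated data. With 200 of 147420 regions changed in the comparison of 8 cocaine with 9 control libraries, 69.0% were recovered and 2 other regions were called. With 2000 changed, 1911 were recovered and 27 others called. In a comparison of 3 with 3 libraries, 200 of 200 changed regions were counted as gained, along with 413 unchanged regions. These 200 were set to be always called in cocaine and never in control, so their count was fixed in advance. In the larger comparison, changed regions were almost always called under their treatment and almost never under the other. All were drawn from regions of intermediate call rate. The recoveries therefore do not give the power to find weaker changes.

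The groups, tests, alternatives and named genes were fixed before the data were examined, except that a listing by the study of peak numbers per library had been read. The promoters of 29 genes were named in advance, all of them discussed by the study except Kdm6a and Penk. The 3 regions with the smallest p in each direction were named from the test over all libraries, with ties broken by the highest median fold enrichment. The shares per library of X peaks, AP-1 motifs and GC content, the search of the Y chromosome for differences between male groups, the correlation over autosomes, the test of sequencing depth on peak number, the counts over other splits of all 17 libraries, and the comparisons that matched GC content or base composition were added after the data had been seen. The counts over splits of 5 or 6 libraries had been planned, but what they would show was written down only after the result was seen.

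Alternatives were peaks with −log10 q of at least 5, the 75458 strongest peaks of each library, regions covered by peaks over at least 50% of their length, 500-bp windows, a promoter window of 3 kb, the motif anywhere in the region, covered length in place of peak number, other sets of tested regions, a test stratified by sex and stage, a block by replicate number, and leaving out each library in turn. The alternatives for the shares per library and for the named genes and regions were chosen after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.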

Results

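To ask how cocaine alters open chromatin in nucleus accumbens neurons of each sex and estrous stage, the peaks of 17 ATAC-seq libraries were compared. Mice aged 52 to 54 days had received 10 mg/kg cocaine by intraperitoneal injection 1 hour before sacrifice, or were controls. Controls were given no cocaine and served as the baseline, and the study describes no vehicle injection for them. The comparisons below therefore cannot separate cocaine from the injection, the handling or the interval of 1 hour. Diestrus and proestrus are stages of the estrous cycle with low and high estrogen, respectively. Libraries held from 75458 to 157005 peaks on chromosomes 1 to 19 and X, which covered 42.2 to 107 Mb. The median peak width lay between 396 and 434 bp. The Jaccard index of called regions (shared over either) averaged 0.713 over the 16 pairs of libraries from the same group. Over the 120 pairs from different groups it averaged 0.590. Diestrus cocaine library 1 was closer to the diestrus controls (0.685, 0.732 and 0.740) than to diestrus cocaine libraries 2 and 3 (0.663 and 0.587).

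The sex labels were checked first. A peak at the promoter of Xist (chromosome X, 103460366 to 103483254), the RNA expressed from the inactive X, was called in 12 of 12 female and 0 of 5 male libraries. Peaks in the first 20 Mb of the Y chromosome were called in every male library and in no female library. Over control and cocaine libraries together, the share of peaks on X in males minus females was -0.0269 percentage points. This was within chance (exact permutation test, two-sided, p = 0.827). Without diestrus cocaine library 2 the difference was 0.0139 points (exact p = 0.893). The value joined opposite directions and does not show that the sexes were alike. In controls the mean share was 1.35% in males, above diestrus (1.07%) and proestrus (1.17%). After cocaine it was 1.23% in males, below diestrus (1.55%) and proestrus (1.52%).

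Next, peak numbers were compared between cocaine and control within each sex and stage. Diestrus libraries held 137849 ± 8819 peaks in controls and 122876 ± 30164 after cocaine (mean ± SD, n = 3 each). The difference of -14973 did not exceed the spread (exact permutation test, p = 0.5, adjusted p = 0.63). It was -32037 without diestrus cocaine library 1 (exact p = 0.1) and -3429 without diestrus cocaine library 3 (exact p = 0.9). Proestrus libraries held 126688 ± 5699 peaks in controls and 125801 ± 5563 after cocaine (n = 3 each), a difference of -887 (exact p = 1, adjusted p = 1). Its sign changed without proestrus control library 3, where the difference was 2363 (exact p = 0.6), and without proestrus cocaine library 2. Male libraries held 144458 ± 8516 peaks in controls (n = 3) and 81583 ± 8661 after cocaine (n = 2), a difference of -62875 with an exact p of 0.1, the smallest possible with 2 libraries against 3 (adjusted p = 0.167). Both male cocaine libraries lay below every other library. Over the 3 strata of sex and stage, with labels permuted within strata, the mean difference was -26245 (exact p = 0.0278 over 4000 assignments, adjusted p = 0.0694), which did not pass the threshold after adjustment. With only peaks of −log10 q of at least 5, this difference was -15875 (exact p = 0.066). The difference between the male and the female effect of cocaine was tested directly, by permuting sex labels within each treatment, and amounted to -54945 peaks (exact p = 0.00298, adjusted p = 0.0149).

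**Figure D1:**
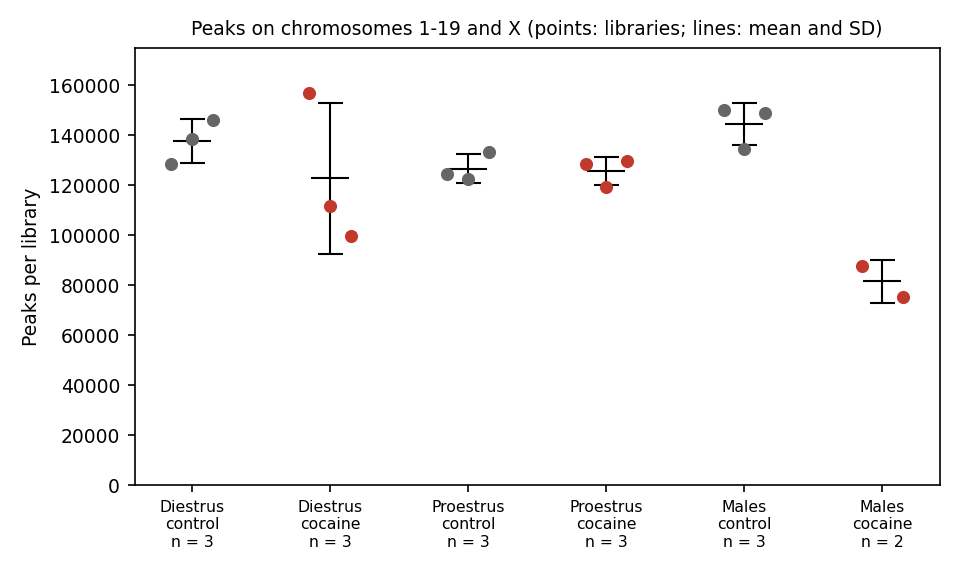
Peaks per library on chromosomes 1 to 19 and X for the 6 groups; points are libraries, lines the mean and SD. The male cocaine libraries, with 75458 and 87707 peaks, sit below all others.

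Whether cocaine changed how often a region was called irrespective of sex and stage was tested over 64304 regions. After Benjamini-Hochberg adjustment of Fisher's exact test, 0 regions were called more often and 0 less often in the 8 cocaine than in the 9 control libraries. At an unadjusted p under 0.05, 2452 regions were called more often and 5933 less often. The smallest p was 4.11e-05, with an adjusted p of 0.145, and it was reached only by regions that separated all cocaine from all control libraries. Of the 7 such regions called in 8 of 8 cocaine and 0 of 9 control libraries, those with the highest fold enrichment were on chromosome 18 at 52163919 to 52164699, chromosome 3 at 19494304 to 19494998, and chromosome 3 at 112688017 to 112689009. All 3 were intergenic, and Dnajc5b was the gene nearest to the second. Of the 11 regions called in 0 of 8 cocaine and 9 of 9 control libraries, those with the highest fold enrichment were on chromosome 3 at 4350628 to 4351129, chromosome 11 at 103604735 to 103605155, and chromosome 10 at 79592299 to 79592865. The second lay within an intron of Gm884 and the third was nearest to Theg. None of these named regions held an AP-1 motif or a promoter.

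The comparison of cocaine with control was then made separately in each sex and stage, by counting regions that separated the groups completely. In diestrus females 1715 regions were gained and 1864 lost, so 47.9% of these were gained (Wilson 95% interval 46.3 to 49.6). In proestrus females 3617 were gained and 2414 lost, and 59.97% were gained (58.7 to 61.2). In males 2450 were gained and 24745 lost, and 9.01% were gained (8.67 to 9.36). Libraries simulated without a treatment effect gave on average 372 gained and 1292 lost regions in diestrus, 1093 and 499.8 in proestrus, and 93.3 and 12380 in males. The simulated libraries were drawn independently, so variation shared by some libraries was not in them and these counts may be too low. Another split of the diestrus libraries separated 4344 regions. Complete separation needs fewer calls when a library is left out, and single libraries weighed on these counts. Without diestrus cocaine library 1, which held the most peaks, 3757 regions were gained and 10670 lost in diestrus. Without proestrus cocaine library 2, 9323 were gained and 3635 lost in proestrus. In males, 554 regions were gained and 19034 lost with only peaks of −log10 q of at least 5, and 3855 were gained and 8841 lost with the 75458 strongest peaks of each library. Without male cocaine library 1, the gained regions in males dropped to 1274. With 1 male cocaine library left, only regions kept for another group can count as gained in males, so male values from such fits were not tested and do not show how far they rest on 1 library.

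**Figure D2:**
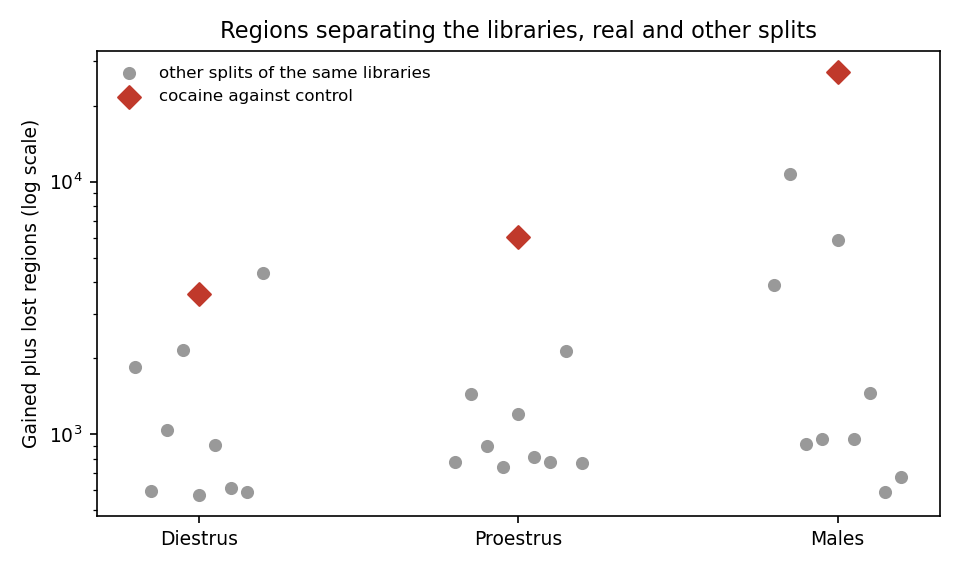
Gained plus lost regions (log scale) for the real split into cocaine and control (red) and for the other splits of the same libraries (gray) in each sex and stage. The real split gave 3579 regions in diestrus, where another split gave 4344, and 6031 in proestrus and 27195 in males, above all other splits.

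To ask whether opening after cocaine was skewed to the X chromosome, the gained share was compared between X and the autosomes. In diestrus, 86 regions were gained and 10 lost on X, a gained share of 89.6% against 46.8% on autosomes, a difference of 42.8 percentage points (Fisher's exact test over regions, p = 4.41e-18, adjusted p = 1.32e-17). In proestrus, 99 were gained and 15 lost on X, a share of 86.8% against 59.5% (27.4 points, p = 3.88e-10, adjusted p = 5.82e-10 by the same exact test). In males, 10 were gained and 421 lost on X, a share of 2.32% against 9.12% (-6.80 points, p = 2.17e-08, adjusted p = 2.17e-08 by the same exact test). The male difference varied with the peaks used. It was -0.441 points with only peaks of −log10 q of at least 5 (exact p = 0.741) and -17.8 points with the 75458 strongest peaks of each library (exact p = 3.98e-07). Without male cocaine library 1 it was -2.89 points, with the limit given above. The female differences remained past the threshold in each fit that left out a library. They were 31.3 to 59.8 points in diestrus and 22.1 to 41.4 points in proestrus. With only peaks of −log10 q of at least 5 they were 39.0 points in diestrus (exact p = 2.07e-11) and 13.9 points in proestrus (exact p = 0.0105). With the 75458 strongest peaks of each library they were 34.7 points (exact p = 9.55e-09) and 19.6 points (exact p = 0.000484), respectively. Against autosomal regions in 1 Mb surroundings of the same GC content, the X difference was 22.1 points in diestrus (p = 2.08e-07), -0.841 points in proestrus (p = 0.859) and -11.3 points in males (p = 4.24e-18, all by the exact stratified test over regions), so in proestrus it was not past the threshold there. The gained share also varied between autosomes, from 3.70% on chromosome 7 to 71.9% on chromosome 3 in diestrus, and from 8.68% to 90.8% on the same chromosomes in proestrus. It fell with the GC content of the autosome in diestrus (Spearman's rho = -0.828, permutation p = 2e-05, adjusted p = 3e-05, and Pearson's r = -0.799, permutation p = 1e-05, adjusted p = 1.5e-05). The same held in proestrus (rho = -0.902, r = -0.873, each permutation p = 1e-05, the smallest possible, with adjusted p-values of 3e-05 and 1.5e-05) and in males (rho = -0.688, permutation p = 0.00156, adjusted p = 0.00156, and r = -0.713, permutation p = 0.00072, adjusted p = 0.00072). Without the 2 autosomes farthest from the median GC content, r was -0.795, -0.886 and -0.659, respectively. Chromosomes are not independent replicates.

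**Figure D3:**
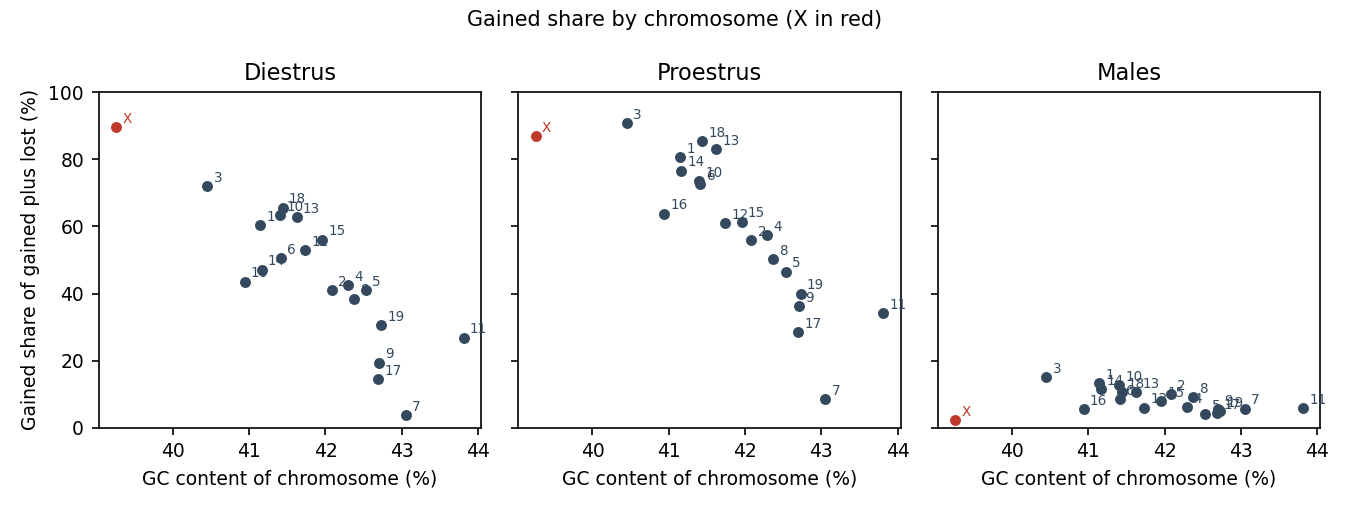
Gained share of gained plus lost regions (percent) against the GC content of the chromosome (percent) for each chromosome (labelled points, X in red) in diestrus, proestrus and males. In both female panels the share falls with GC content, and X, with a GC content of 39.3%, lies at 89.6% and 86.8%.

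Gained shares at promoters were compared with those elsewhere. In diestrus, 109 promoter regions were gained and 84 lost, a gained share of 56.5% against 47.4% elsewhere (Fisher's exact test over regions, p = 0.0176, adjusted p = 0.0176). This difference depended on single libraries, since the promoter share was 26.2% without diestrus cocaine library 1 (exact p = 0.938), 33.9% without diestrus control library 1 (exact p = 0.295) and 59.6% without diestrus cocaine library 2 (exact p = 0.228). With promoters defined within 3 kb it lay below the share elsewhere, at 45.2% (exact p = 0.197). In proestrus, 171 promoter regions were gained and 192 lost, a share of 47.1% against 60.8% elsewhere (exact p = 3.34e-07, adjusted p = 5.01e-07). In males, 73 were gained and 1472 lost, a share of 4.72% against 9.27% (exact p = 6.55e-11, adjusted p = 1.97e-10). The male difference was not past the threshold with only peaks of −log10 q of at least 5 (2.43%, exact p = 0.463) or with the 75458 strongest peaks of each library (29.2%, exact p = 0.538). Without male cocaine library 1 the male promoter share was 2.23%, with the same limit.

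The AP-1 motif, bound by dimers of the Fos and Jun families, lay within 100 bp of the summit in 10.1% of all kept regions. In diestrus it was present in 22.2% of gained and 3.38% of lost regions, a difference of 18.8 percentage points (Fisher's exact test over regions, p = 1.98e-70, adjusted p = 5.93e-70). In proestrus it was present in 17.5% of gained and 4.27% of lost regions (13.2 points, exact p = 6.57e-60, adjusted p = 9.86e-60). Both differences were smaller when a library was left out, at 11.7 to 17.4 points in diestrus and 9.70 to 12.5 points in proestrus. In males the motif was present in 4.12% of gained and 10.4% of lost regions (-6.28 points, exact p = 4.25e-28, adjusted p = 4.25e-28). The male difference was -2.66 points with only peaks of −log10 q of at least 5 (exact p = 0.054). With 1 male cocaine library left, where gained regions are limited as above, it was 1.11 points without library 2 and -1.55 points without library 1. Between regions of the same GC content it was -1.16 points (exact stratified test over regions, p = 0.367).

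The motif and the X chromosome were then examined in the peaks of each library, a comparison chosen after the regions had been seen. The share of peaks with the AP-1 motif was 7.89% ± 0.196 in diestrus controls and 9.97% ± 0.555 after cocaine (SD, n = 3 each), and 7.59% ± 0.112 in proestrus controls and 9.57% ± 0.812 after cocaine (n = 3 each). In males it was 8.72% ± 0.101 (n = 3) and 8.97% ± 0.0322 (n = 2), but with the 75458 strongest peaks of each library the male share changed by -1.08 points after cocaine (exact permutation test, p = 0.1, the smallest possible). Over both female stages the share was 2.03 percentage points higher after cocaine, in 6 of 6 libraries above every control of their stage (exact permutation test within stages, p = 0.005, the smallest possible, adjusted p = 0.007). The share of peaks on X was 1.07% ± 0.0435 in diestrus controls and 1.55% ± 0.262 after cocaine (n = 3 each), and 1.17% ± 0.0783 in proestrus controls and 1.52% ± 0.114 after cocaine (n = 3 each). Over both stages it was 0.412 points higher after cocaine, again in 6 of 6 libraries above every control of their stage (exact permutation test, p = 0.005, the smallest possible, adjusted p = 0.007). In males it was 1.35% ± 0.138 (n = 3) and 1.23% ± 0.00378 (n = 2). The cocaine effect differed between the sexes by -1.77 points for the motif (exact permutation test of sex labels within treatment, p = 0.0034, adjusted p = 0.007) and by -0.528 points for X (exact p = 0.0017, adjusted p = 0.00595).

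**Figure D4:**
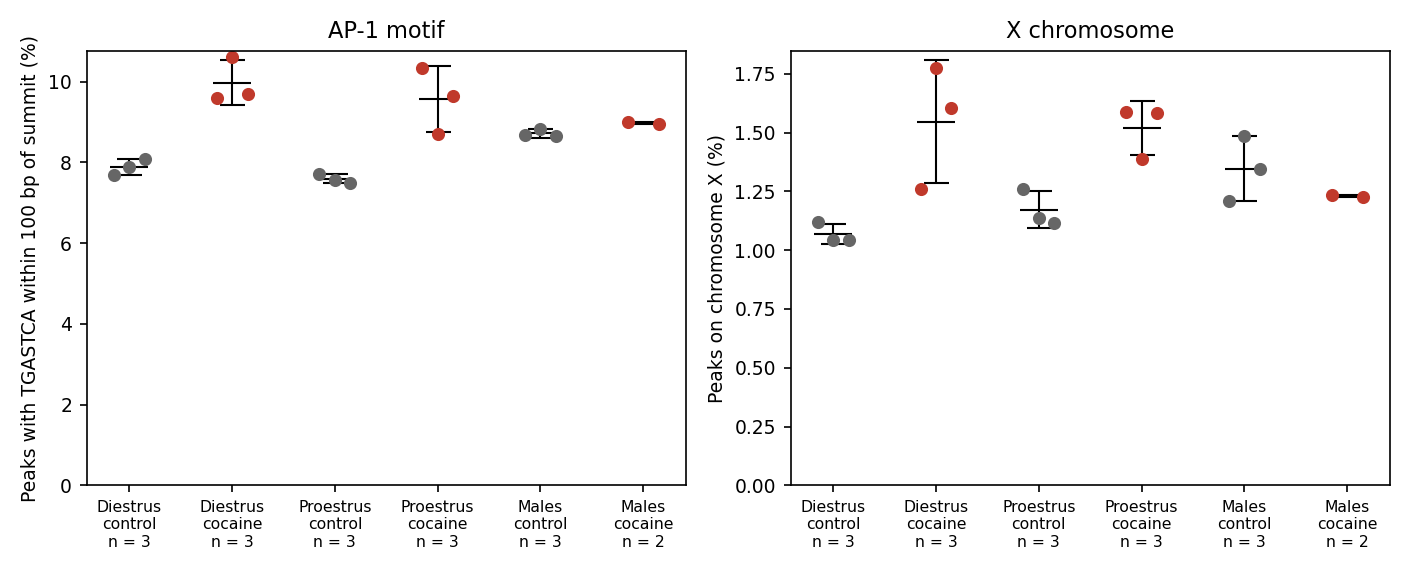
Left, share of peaks with the AP-1 motif within 100 bp of the summit (percent); right, share of peaks on the X chromosome (percent); points are libraries, lines the mean and SD of the 6 groups. In females the cocaine libraries lie above all controls of the same stage in both panels.

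To ask whether cocaine alters sex and stage differences, autosomal regions that separated 2 groups completely were counted without and with cocaine. Males and diestrus females were separated by 17566 regions in controls, 13124 of them called in males, and by 9681 regions after cocaine, 2400 of them called in males. Males and proestrus females were separated by 17307 regions in controls, 15230 of them called in males, and by 10847 after cocaine, 1944 of them called in males. With 2 male control libraries at a time, to match the 2 male cocaine libraries, the control counts were 20697 to 23310 against diestrus and 20557 to 23765 against proestrus. Without diestrus cocaine library 3, 17095 regions separated males from diestrus females after cocaine, and without proestrus cocaine library 2, 20837 separated males from proestrus females. Diestrus and proestrus females were separated by 6947 regions in controls and by 1106 after cocaine. The latter count rose in each fit that left out a library, to 5067 without proestrus cocaine library 2. On X, 212 regions were called only in males and 14 only in diestrus females in controls, against 11 and 292 after cocaine.

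Overlaps asked whether the groups gained the same regions. Diestrus and proestrus females shared 298 gained regions against 42.1 under independence, a ratio of 7.08 (Fisher's exact test over regions, p = 1.33e-157, adjusted p = 3.99e-157). Of these shared regions, 28.2% held the AP-1 motif. The ratio fell to between 4.52 and 6.69 when a library was left out. Diestrus females and males shared 18 gained regions, a ratio of 0.632 (exact p = 0.0455, adjusted p = 0.0682), which reversed to 2.09 (exact p = 0.00957) with only peaks of −log10 q of at least 5. Proestrus females and males shared 70, a ratio of 1.16 (exact p = 0.188, adjusted p = 0.188), which was 0.926 without proestrus control library 3 (exact p = 0.488). With 1 male cocaine library left, male gained regions had to be kept for another group, which raises these ratios by design. Regions lost in proestrus overlapped the regions of proestrus but not diestrus controls 31.1 times as often as under independence (594 against 19.1). Unchanged groups simulated with the same shared controls gave a median ratio of 66.3. Over 840 assignments of the 9 libraries to 3 groups the median was 42.3, and 616 gave a ratio as large, so this overlap did not exceed what shared controls give.

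Of the 29 promoters named in advance, 21 had a peak in all 17 libraries, among them Drd1, Drd2, Penk, Kdm6a and Firre. No library had a peak at the promoters of Crhbp, Fgfr1 or Nmur2. Each named promoter was taken at the 5′ end of the gene alone, so peaks at other start sites of these genes would be missed. At the promoter of Drd3 (chromosome 16, 43754026 to 43822932), a peak was called in 2 of 3 diestrus control, 3 of 3 diestrus cocaine and 1 of 3 proestrus cocaine libraries and in no other. At Esr2, 11 libraries had a peak, with 0 of 3 proestrus controls and 2 of 3 proestrus cocaine libraries. The other groups went the other way, with 3 of 3 diestrus controls and 2 of 3 diestrus cocaine libraries. In males a peak at Esr2 was called in 3 of 3 controls and 1 of 2 cocaine libraries. With only peaks of −log10 q of at least 5, Drd3 had a peak in 0 libraries and Esr2 in 5. At Pdpk1, 7 libraries had a peak, and at Egr2, 16. With 2 or 3 libraries per group, none of these differences can reach an exact p below 0.1 within a sex and stage.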

Values the study reported

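The study reported that acute cocaine reduced the number of open chromatin regions specific to a sex more than 10-fold, in the comparisons of males with both diestrus and proestrus females. It counted 7,563 genes with chromatin changes after cocaine in males, 5,747 in diestrus and 4,499 in proestrus females. The overlap of these genes was 3,530 between diestrus females and males, 2,260 between diestrus and proestrus females, and 2,483 between proestrus females and males. Of the changes specific to proestrus, 55.7% were less accessible after cocaine, and of those specific to diestrus, 66.8% were more accessible. At promoters, the study gave 83% of the changes specific to proestrus as losing accessibility and 88% of those specific to diestrus as gaining it.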

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

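The comparisons of X and AP-1 shares per library, the test of sequencing depth on peak number and the tests on the Y chromosome were chosen after the result was seen.

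The effect of cocaine on peak number differed between the sexes by -54945 peaks (exact permutation test, p = 0.00298, adjusted p = 0.0149), with both male cocaine libraries below all male controls while the female groups overlapped. The difference ranged from -61070 to -48412 over the 17 fits that each left out a library. Lower sequencing depth in the male cocaine libraries was weighed first. The background pileup, a measure of depth, was 7.60 and 8.15 in these libraries, and 5 libraries had a lower background pileup and yet more peaks than both, which argues against depth as the whole cause. A weaker signal over background would lower peak numbers at the same depth. If it explained the lost regions, keeping the same number of strongest peaks in every library should bring the male comparison to the level of other splits, but 12696 regions were still gained or lost, against at most 3893 in the other 9 splits of the 5 male libraries. That value does not exclude it, since a library with weaker signal may also rank its peaks differently, so a weaker signal in these libraries and an effect of cocaine cannot be told apart with the 2 male cocaine libraries. A library batch shared by these 2 libraries was not tested, since the labels give none. A shift in the base composition of these libraries stays open too. Regions gained in males had a median GC content of 29.7%, against 44.3% in those lost. The values were 41.0% and 43.1% in diestrus, and 39.5% and 48.4% in proestrus. A biological effect of cocaine that differs by sex stays open and was not tested separately.

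The effect of cocaine on the share of peaks on X differed between the sexes by -0.528 percentage points (exact permutation test, p = 0.0017, adjusted p = 0.00595), since the share rose by 0.412 points in females and changed by -0.116 points in males. Over the fits that each left out a library it ranged from -0.596 to -0.459. Regions on X have a low GC content, so libraries that favour such DNA would call more X peaks. With the same GC distribution of peaks in every library, the rise in females was 0.393 points (exact p = 0.005, the smallest possible, adjusted p = 0.007), which argues against the GC content of peaks as the whole cause. Peak list length is also an unlikely source, as the 75458 strongest peaks of each library gave 0.350 points in females and -0.313 points in males. The GC content of wider surroundings was not tested per library. Peak shares also shifted on chromosomes 3 and 7, the autosomes with the highest and lowest gained share in females. In proestrus, chromosome 3 held 6.13% to 7.08% of peaks after cocaine and 5.31% to 5.63% in controls. Chromosome 7 held 3.18% to 4.49% and 4.97% to 5.23%, respectively. In diestrus, cocaine libraries 2 and 3 lay above all controls on chromosome 3 and below them on chromosome 7, but library 1 did neither. A shift shared with autosomes stays open. A greater accessibility of X after cocaine in females is one hypothesis, and it rests on the same data in which the pattern was found.

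The effect of cocaine on the share of peaks with the AP-1 motif differed between the sexes by -1.77 percentage points (exact permutation test, p = 0.0034, adjusted p = 0.007), as the share rose by 2.03 points in females and by 0.255 points in males. Over the fits that each left out a library the difference ranged from -1.98 to -1.61. Shorter peak lists hold stronger peaks, which could alter the share in the male cocaine libraries. With the same number of peaks in every library, the share rose by 2.41 points in females and changed by -1.08 points in males, so the small rise in males depended on the length of the lists. The difference between the sexes was then -3.48 points (exact p = 0.000425, adjusted p = 0.00397), which argues against the length of the peak list as the cause. A weaker signal in the male cocaine libraries, as above, stays open. One hypothesis is that cocaine opened AP-1 sites in females more than in males within 1 hour, but with 2 male cocaine libraries it may also reflect those libraries alone. An effect of the injection itself was not tested.

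The Y chromosome was outside the comparisons above, and male cocaine libraries held a mean of 15.5 peaks in its first 20 Mb (16 and 15), above the male controls with 5, 7 and 8. Most of the additional peaks lay at 140498 to 146132 and at 258333 to 262903, where no annotated gene overlapped a peak. More peaks called in general is not the cause, since the longer male cocaine list held only 65.1% as many peaks on the other chromosomes as the shortest male control list. Reads from autosomal or X copies of these sequences would also give peaks in females, but 0 of 12 female libraries had a peak in the first 20 Mb of Y, which argues against this source. A difference between the males pooled into the groups, in their Y sequence for example, was not tested, and neither was a biological effect of cocaine.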

How the results depend on the processing

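The threshold here is an unadjusted p of 0.05, which the peak number over the strata and the overlap of diestrus with males passed only before adjustment. Of 33 results under 380 alternatives, 289 kept their direction and side of the threshold (or, for counts, stayed within 1.5 times), 19 were no longer past the threshold, 3 came past it, 13 reversed and 56 counts or values moved further. The AP-1 motif differences and the X differences in both female stages kept their direction under each alternative counted here. So did the proestrus promoter share (below the share elsewhere), the overlap of diestrus with proestrus and the sex difference in peak number. All stayed past the threshold where tested, which the sex difference was not in the fits with 1 male cocaine library left. The X difference in proestrus did not do so between regions in 1 Mb surroundings of the same GC content, a comparison outside this count, where it was -0.841 points (exact p = 0.859). The regions called more or less often over all libraries stayed at 0 under each alternative, of which the replicate block had little power. The exact test stratified by sex and stage had a smallest p of 0.00025 over 64304 regions (smallest adjusted p = 0.304). Its 0 therefore also says little of stability. In 66 alternatives for the X and AP-1 shares per library, chosen after seeing the data, all differences kept their direction and stayed past the threshold, where tested. The stricter threshold for the named promoters and regions was also chosen after seeing the data, and it moved 2 of 29 promoters, Drd3 (from 6 libraries to 0) and Esr2 (from 11 to 5), while the 6 regions kept their direction at an unadjusted exact p under 0.05, with the difference in libraries falling from 8 to 5 in the third region called more often and changing from -9 to -7, -7 and -5 in those called less often. Except where stated, the cause was not tested.

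With only peaks of −log10 q of at least 5, fewer peaks entered, and the counts were 1017 lost in diestrus, 2297 gained and 1053 lost in proestrus, and 554 gained in males. Regions separating the groups then numbered 4882 between males and diestrus and 5692 between males and proestrus after cocaine, and 4239 between diestrus and proestrus in controls and 595 after cocaine. The gained share at promoters was 61.5% in diestrus (exact p = 0.0828) and 2.43% in males (exact p = 0.463). In males the X difference was -0.441 points (exact p = 0.741) and the AP-1 difference -2.66 points (exact p = 0.054). The overlap ratio of diestrus and males reversed to 2.09 (exact p = 0.00957), and that of proestrus and males was 3.00 (exact p = 3.38e-09). The difference in peak number reversed to 2917 in proestrus (exact p = 0.6) and was -15875 over the strata (exact p = 0.066).

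With the same number of strongest peaks in every library, fewer peaks of the longer lists entered, and the counts were 1143 lost in diestrus, 2254 gained and 1354 lost in proestrus, and 3855 gained and 8841 lost in males. Regions separating males from diestrus were 10952 in controls and 5406 after cocaine, males from proestrus 9498 and 5254, and diestrus from proestrus 3893 and 711. The gained share at promoters was 57.1% in diestrus (exact p = 0.872) and 29.2% in males (exact p = 0.538). The overlap ratio was 0.934 for diestrus and males (exact p = 0.642) and 1.74 for proestrus and males (exact p = 2.23e-11). With 500-bp windows, of which more than 1 can fall in a region, 3742 were lost in diestrus, 3644 lost in proestrus and 4389 gained in males, and 3075 separated diestrus from proestrus after cocaine. With promoters within 3 kb the diestrus share reversed to 45.2% (exact p = 0.197). With peaks covering at least 50% of the region, the overlap ratio of proestrus and males reversed to 0.818 (exact p = 0.189).

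Replicate numbers were shared between cocaine and control groups, but the deviations of same-numbered libraries correlated at only -0.0871 to 0.0363, so the numbers were not taken to pair them. The block allows no exact p below 0.0156 per region and over the strata, 0.25 in diestrus and 0.5 in proestrus and males, so its 0 regions called in either direction and its values within a sex and stage say nothing of stability. With it the difference in peak number was -14973 in diestrus (exact p = 0.75), 477 in proestrus (exact p = 1), -60749 in males (exact p = 0.5) and -23637 over the strata (exact p = 0.156).

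Leaving out a library lowers the number of calls that complete separation needs, so counts rose by construction in most of these fits. In diestrus they ranged from 2233 to 3757 gained and 2034 to 10670 lost, in proestrus from 4601 to 9323 gained and 3259 to 5439 lost, and in males from 1274 to 2901 gained. Separating regions ranged from 11090 to 17095 between males and diestrus and 12784 to 20837 between males and proestrus after cocaine, and from 9697 to 11273 in controls and 2257 to 5067 after cocaine between diestrus and proestrus. The gained share at promoters ranged from 26.2% to 69.9% in diestrus and from 2.23% to 5.05% in males. In males the X difference ranged from -6.51 to -2.89 points and the AP-1 difference from -5.42 to 1.11 points, the latter without male cocaine library 2. The overlap ratio ranged from 0.376 to 3.14 for diestrus and males and from 0.926 to 4.07 for proestrus and males. The highest ratios, the value of 1.11 and the male values of 1274, 2.23% and -2.89 came from fits with 1 male cocaine library left, where only regions kept for another group count as gained in males, so they show no reversal. The difference in peak number ranged from -2956 to 2363 in proestrus and from -31933 to -22397 over the strata, where the unadjusted exact p was 0.05 or more in 6 of the 15 fits that could be tested. The X share of males minus females ranged from -0.0732 to 0.0139 points. A region below the calling threshold in the 2 short male cocaine lists counts as lost, so the lost regions in males depend on how many peaks were called.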

Other observations

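The tests over other splits of all 17 libraries, the correlations with the GC content of chromosomes and the comparison of GC content per library were chosen after the result was seen, while the tests over splits of 5 or 6 libraries had been planned but were given an expected outcome only then.

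Other splits of the same libraries were used to ask what the groups alone account for. With 3 libraries against 3 there are 10 splits, so the share with a result as large is never below 0.1 and chance cannot be told apart from an effect by this count. In diestrus, 2 of the 10 splits separated as many regions as cocaine and control did (3579, with 4344 in another split). The real split alone, 1 of the 10 splits, gave as large a difference on X (42.8 points, with 38.9 in another split) and as large a difference in the AP-1 motif (18.8 points, with at most 12.4 in others), and 4 of the 10 splits gave as large a difference at promoters. In proestrus, 1 of the 10 splits separated as many regions (6031, with at most 2126 in others) and 1 of the 10 gave as large an AP-1 difference, while 4 of the 10 gave as large a difference on X and 5 of the 10 at promoters. In males, 1 of the 10 splits into 2 and 3 libraries separated as many regions and 2 of the 10 gave as large an AP-1 difference, but 6 of the 10 did so on X and 6 at promoters. In controls, 1 of the 10 splits separated as many regions as males from diestrus, males from proestrus and diestrus from proestrus each did. After cocaine, 7 of the 10 splits separated as many regions as diestrus from proestrus. Only 1 of the 10 did so for males from diestrus (9681, with at most 7414 in others). The same held for males from proestrus (1 of the 10, 10847, with at most 9990 in others). Over all 17 libraries, 100 of 100 random splits gave as many regions past the threshold, as the real count was 0. The 8385 regions with an unadjusted p under 0.05 exceeded all other splits, the highest of which gave 6488, or 5782 when labels were exchanged within sex and stage. A shift in many regions that single regions cannot show, including the low male peak numbers, is one reading of this.

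The higher gained share on X in females may in part reflect base composition. In diestrus, X regions differed by 40.8 percentage points from autosomal regions of the same GC content (exact stratified test over regions, p = 9.04e-18). They differed by 22.1 points from autosomal regions in 1 Mb surroundings of the same GC content (exact p = 2.08e-07). These values argue against GC content as the whole cause there, though the open outer bins matched it only loosely. In proestrus, the difference was 13.5 points from regions of the same GC content (exact p = 0.000104), but -0.841 points from autosomal regions in surroundings of the same GC content (exact p = 0.859). The X difference in proestrus is therefore consistent with the GC content of the surroundings. Whether diestrus and proestrus differ on X was not tested. Across the 19 autosomes the gained share followed the GC content of the chromosome, with a rho of -0.828 in diestrus and -0.902 in proestrus. The spread between autosomes is consistent with an influence of base composition. A shift in GC preference between cocaine and control libraries, from amplification for example, would also move the GC content of peaks per library, which changed by -1.71 points in proestrus and 0.0766 points in diestrus, or by -1.30 and -0.469 points with the same number of peaks in every library. The diestrus values (exact p = 1 and 0.4) leave such a shift open there. A biological difference between gene-poor and gene-rich chromosomes was not tested and stays open.

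Base composition was also weighed for the AP-1 motif. Of 24 motifs with the same GC content and symmetry, 1 had as large a difference in diestrus, and 1 in proestrus, which was the AP-1 motif itself, and the largest difference of another was 3.68 and 2.45 percentage points. Between regions of the same GC content the motif differed by 18.7 points in diestrus and 14.3 in proestrus. Outside promoters it differed by 19.5 and 13.4 points. These values argue against base composition, the GC content of regions and a lower share of promoters as the cause. An opening of AP-1 sites in females within 1 hour of cocaine is a hypothesis that these tests leave open, found and tested on the same data. Signal over background, batch and the injection itself were not tested.

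The regions gained in both diestrus and proestrus were 7.08 times as many as under independence. Regions that are called in an intermediate share of libraries could overlap without any effect, but simulated libraries with the same call rates and no effect gave a median ratio of 1.49 and at most 4.14, which argues against call rates as the whole cause. Of 100 pairs of splits in diestrus and proestrus, 1 gave as large a ratio. A technical difference shared by cocaine libraries of both stages was not tested.

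The GC content of peaks per library differed by -0.814 percentage points between cocaine and control in females (exact permutation test, p = 0.135, adjusted p = 0.158), which was not past the threshold. This mean joined 2 unlike stages, with 0.0766 points in diestrus (exact p = 1) and -1.71 points in proestrus (exact p = 0.1, the smallest possible). With the same number of peaks in every library the difference in females was -0.885 points (exact p = 0.04, adjusted p = 0.0509). Whether the length of the peak lists matters here cannot be told apart from chance, as neither difference in females passed the threshold after adjustment. In males the difference was -0.0468 points (exact permutation test, p = 0.9). It was -1.89 points in males with the same number of peaks in every library (exact p = 0.1, the smallest possible).

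Peaks were sparse on X, with 9.62 peaks per Mb and library against 38.3 to 66.4 on the autosomes. On X, 23 windows of 1 Mb held no peak in any library, and on chromosome 7 there were 15. The study left out peaks on Y, in mitochondrial DNA and in blacklisted regions after calling, but the deposited lists still held Y peaks, so that step had not been applied to Y in them. Whether peaks on X or chromosome 7 were removed before deposit was not tested. If they were, the shares of X peaks and the differences between X and autosomes above describe only the part of X that was kept.

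The number of autosomal regions separating males from diestrus females was 17566 in controls and 9681 after cocaine, and from proestrus females 17307 and 10847. That fall is smaller than the one quoted from the study above, but the measures are unlike. The study counted differentially accessible regions, while these counts need complete separation of peak calls. Separation was easier after cocaine, with 2 male libraries in place of 3. Of the regions after cocaine, 7281 and 8903 were called in diestrus and proestrus females, respectively, and not in the 2 short male cocaine lists. Over all changed regions, 47.9% were gained in diestrus and 59.97% in proestrus, but these shares do not settle a direction to set beside those quoted from the study above for changes specific to a stage. In diestrus more regions were gained than lost with only peaks of −log10 q of at least 5 (1214 and 1017), with the same number of peaks in every library (1471 and 1143), with peaks covering at least 50% of the region (2354 and 1668), and without diestrus cocaine library 3 (3642 and 2034) or 2 (2774 and 2179). In proestrus fewer were gained than lost without proestrus control library 1 (4973 and 5439) or 2 (4601 and 4791). Libraries simulated without an effect did not gain and lose alike either, with 372 gained and 1292 lost in diestrus and 1093 and 499.8 in proestrus. At promoters, 56.5% of changed regions were gained in diestrus (26.2% to 69.9% when a library was left out). In proestrus 47.1% were gained (34.6% to 55.2% when a library was left out). The proestrus share was 53.7% with only peaks of −log10 q of at least 5, and 48.3% with the same number of peaks in every library. Whether more promoter regions were lost than gained in proestrus therefore depended on the libraries and peaks used. The shares gained in diestrus and lost in proestrus are lower than the promoter shares quoted. Those cover only changes specific to a stage and rest on read counts, while these cover all promoter regions that peak calls separated. The measures are unlike, so the gap does not show a disagreement. The genes quoted above count genes near changed regions, and no such count was made here.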
